A study of Escherichia coli str. K-12 substr. MG1655 with 20 samples. Its data were reported in "Global role of the bacterial post-transcriptional regulator CsrA revealed by integrated transcriptomics" (2017).

How the data were processed

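RNA was sequenced from Escherichia coli K-12 MG1655 (WT) and from a csrA mutant, which carries an insertion in the gene of the RNA-binding protein CsrA. Cultures in mid-exponential phase in LB received rifampicin, an antibiotic that stops transcription initiation, and were sampled just before (T0) and 2.5, 5, 10 and 15 min later. Each strain was followed in 2 time courses, which gave 20 libraries in 10 groups of 2. The authors brought the RNA samples to equal concentration, added ERCC spike-in RNAs as a fixed share of total RNA, depleted rRNA, mapped reads with bowtie and counted reads per gene with HTSeq-count. Because the spike-ins were added per amount of RNA, the values are relative to RNA mass and not to cells. The versions of these programs, the genome build and the use of strand in counting are not given in the sources used here.

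The authors deposited 1 table of 2983 rows with a column per library. In the 4 T0 libraries the deposited values were whole-number read counts, and the lowest was 51, so genes silent in either strain have no row. In the other 16 libraries the deposited values were a signal, namely read counts divided by 1 factor per library that the authors computed from the 25 most abundant spike-ins relative to T0 of the same course. Every value above 0 in these 16 columns was a whole multiple of the value of 1 read within a tolerance of 0.01 reads, which gave each library's factor and its reads. No spike-in row was used here, so the factors were taken as deposited. By the authors' formula as printed, dividing raw counts by this factor leaves the ratio of the library totals in the values. Whether the deposited factors follow that formula could not be checked without spike-in reads and library totals. In 3 libraries (WT 1 and csrA 1 at 2.5 min, and WT 1 at 15 min) the low values were too few to establish the value of 1 read independently, so their reads are less certain. They were left out of the count test between strains, but their depth and the chi-square below use these reads. One identifier with 4 conflicting rows was left out, which left 2979 genes. Of these, 2977 matched a locus tag in the RefSeq gene table of assembly ASM584v2, which was used for names only.

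Libraries held between 3492945 and 19043967 reads on the listed genes, and the T0 libraries between 13643418 and 15976758. Library totals over all reads were not used here. Replicate libraries differed well beyond sampling noise: the chi-square of the reads of 2 replicates, divided by its degrees of freedom, ranged from 10.0 to 209.8, so each counted as a separate sample.

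For each gene and course, a straight line was fitted to the natural log of the values against time, leaving out values of 0 and requiring at least 3 points. The half-life was taken as ln2 divided by the negative slope. A gene was kept where its T0 value was at least 50, R squared at least 0.7 and the slope below 0 in all 4 courses. The log2 half-lives of the strains were compared with limma 3.58.1 (two-sided, Benjamini-Hochberg adjustment), and a call needed an adjusted p under 0.05 and an absolute log2 ratio over 0.5. limma estimated an infinite prior for the variance, so every gene received the same pooled SE, and shifts shared by all genes of a course are not covered by it. Medians of the 4 courses were compared with an exact two-sided permutation test, whose smallest possible p is 0.333. RNA at T0 was compared with edgeR 4.0.16 (TMM, quasi-likelihood test, two-sided, mean count of at least 15, same thresholds). The SE printed for a T0 ratio is its size divided by the square root of the quasi-F statistic. Gene lists taken from the study's text were tested with camera (inter-gene correlation 0.01) on log2 CPM, and with fry. The study's design, tests, lists, the first set of alternatives and the rule for named genes were fixed before the data were examined. The rule named csrA, csrB and csrC, genes taken from the study's text (pfkA, ftnB, dps, dgcZ, fucI, flhD, flhC, ompF), for T0 also ftnA, bfr, rng, rnb and orn, and the 5 largest ratios in each direction among called genes whose strains did not overlap. It listed ompF for its stability, although the study's text speaks only of its expression.

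The alternatives varied the time points, pseudocount, filters, scaling, replicates, block, thresholds and tool (DESeq2 1.42.0 and limma-voom for T0). The following alternatives were chosen after the data were seen: a least-squares exponential fit to the values themselves (linear-scale fit), the first 3 time points alone, rescaling of each library so that the geometric mean of the stable RNAs ssrA and rnpB stayed at its T0 level (stable-RNA scaling), that rescaling together with the linear-scale fit, a count test on 17 libraries and a crossed replicate block. The linear-scale fit was picked from 8 ways of fitting because its half-lives, once multiplied by 2.303, came closest to those the study gives gene by gene. That closeness is therefore no independent evidence for it. Without this factor its medians were 1.69 min in WT and 1.42 min in the mutant, below those the study reports.

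The tests were tried on simulated reads in which 200 of the 2979 genes changed. For half-lives changed by 1 on the log2 scale, the line on logarithms with limma recovered 98.5% of 197 changed genes tested, with 0 unchanged genes called. The linear-scale fit recovered 62.9% of 194 with 3 unchanged genes called, the one-stage fit 90.5% of 200, the count test on 17 libraries 99.5% of 200, and the test without variance moderation 0 of 197. These simulated courses held sampling and gene-wise noise but no shift shared by the genes of a course. Their decay was also exactly exponential. In them 2952 genes passed the filters of the line on logarithms, against 1714 in the data, so the recovery in the data may be lower. For T0 changes of 1.5 on the log2 scale, edgeR recovered 98.5% of 200 with 6 unchanged genes called. Camera called 0 of 100 unshifted lists and fry 2 of 100. These lists were drawn at random from genes simulated independently of each other. They do not show how either test behaves for lists of genes that share operons. Computation used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.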

Results

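RNA decay was followed by RNA-seq in WT and csrA mutant E. coli to ask how the regulator CsrA affects RNA stability. CsrA binds mRNAs and alters their translation and turnover, and the sRNAs CsrB and CsrC sequester it. Each strain had 2 rifampicin time courses of 5 time points. T0 libraries held 15976758 and 14450196 reads on the listed genes in WT, and 13643418 and 13944006 in the csrA mutant. The later libraries varied more in depth, from 3492945 reads (csrA mutant course 1 at 15 min) to 19043967 reads (csrA mutant course 1 at 2.5 min, where the value of 1 read is less certain) and 18898788 reads (WT course 1 at 5 min).

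The csrA gene itself (b2696) was examined first. Its RNA at T0 was 178 ± 6.75 CPM in WT and 78.1 ± 7.08 CPM in the mutant (SD, n = 2 each), a log2 ratio of -1.19 (SE 0.16, edgeR adjusted p = 0.00814). Reads from the gene were thus still present in both mutant libraries, at 73.1 and 83.1 CPM.

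The RNA left after rifampicin was expressed relative to T0 of the same course, as the median over 2979 genes. At 2.5 min it was 43.7% ± 3.73 in WT and 38.1% ± 8.12 in the mutant (SD, n = 2 courses each, as for all values here). At 5 min it was 11.7% ± 3.09 in WT and 6.52% ± 1.56 in the mutant. At 10 min the values were 1.59% ± 1.24 and 2.96% ± 0.973, and the strains overlapped. At 15 min they were 1.08% ± 0.436 in WT and 1.81% ± 0.0843 in the mutant. Both mutant courses lay below both WT courses at 5 min and above them at 15 min, but 2 against 2 courses cannot give an exact p under 0.333. The summed values fell less than the median, to 9.01% ± 4.17 of T0 in WT and 13.4% ± 3.06 in the mutant at 15 min, as the 10 most abundant genes took 74.4% to 78.2% of the reads in each library at 15 min.

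**Figure D1:**
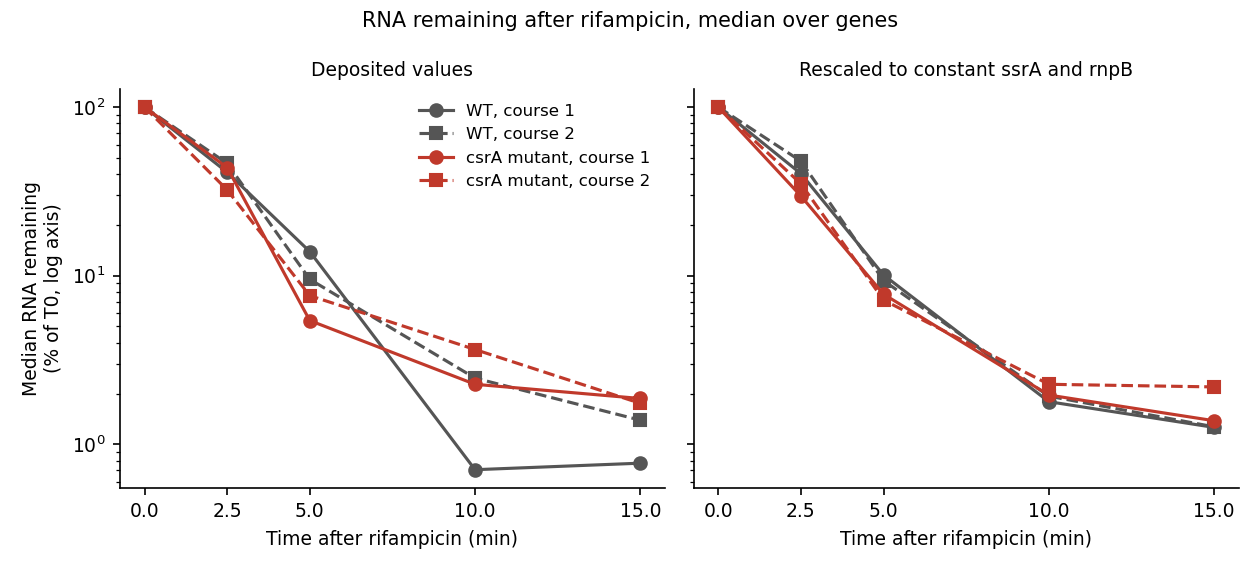
Median RNA remaining over 2979 genes (percent of T0, log axis) against time after rifampicin (min), 1 line per course. In the deposited values WT course 1 falls to 0.707% at 10 min while WT course 2 is at 2.47%; after rescaling to constant ssrA and rnpB they are at 1.79% and 1.93%.

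The scaling differed between courses of one strain. The tmRNA ssrA took 23.56% and 24.76% of reads in the WT courses at 10 min, yet its deposited value stood at 36.0% of T0 in course 1 and 118% in course 2. The spike-in factors of these libraries were 10.784 and 3.794. In the mutant at 15 min, ssrA stood at 140% of T0 in course 1 and 77.8% in course 2, with factors of 1.648 and 2.511.

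**Figure D2:**
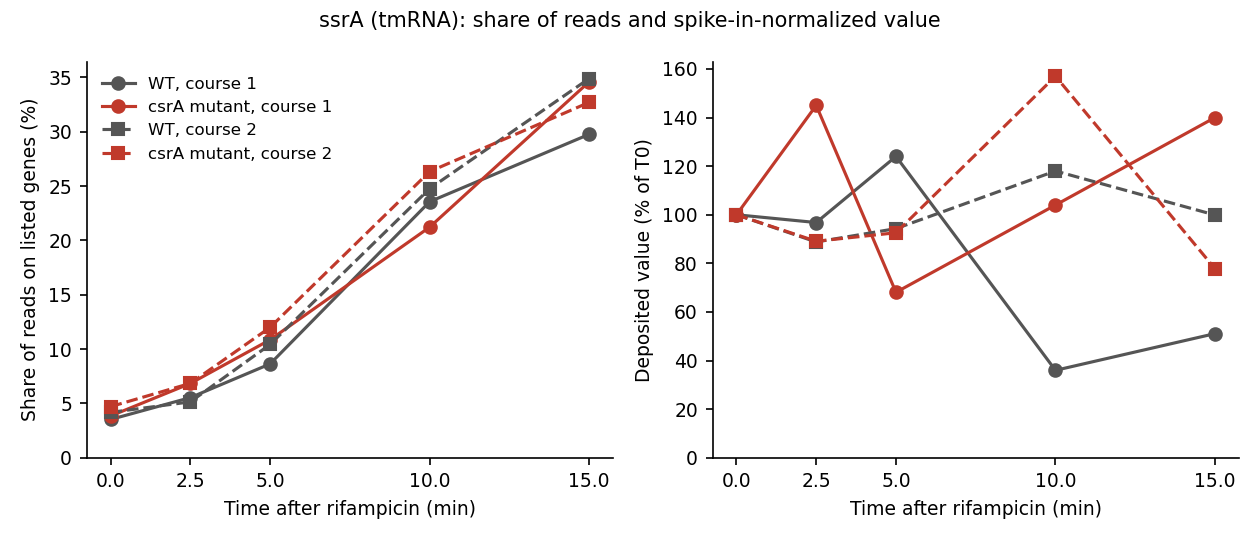
Share of reads taken by ssrA (percent, left) and its deposited value (percent of T0, right) against time after rifampicin (min), 1 line per course. The shares of the 4 courses stay close, at 29.76% to 34.89% at 15 min, whereas the deposited values at 15 min spread from 51.1% to 140%.

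Half-lives from the line on logarithms were compared over the 1714 genes that passed all filters. The course medians were 1.92 and 2.34 min in WT (2.13 ± 0.301 min) and 2.54 and 2.64 min in the mutant (2.59 ± 0.0713 min; SD, n = 2). The difference in median log2 half-life was 0.29 (exact two-sided permutation p = 0.333, the smallest this design allows). The direction of this difference depended on the fit: under the linear-scale fit, chosen after the data were seen, the medians over 2567 genes were 1.64 and 1.71 min in WT and 1.54 and 1.30 min in the mutant, a difference of -0.24 (exact permutation p = 0.333). A line on logarithms gives late, low values the same weight as early ones, while the linear-scale fit weights the early, high values most. Within strains, half-lives ranked alike across genes in both courses, with Spearman's rho of 0.935 in WT and 0.901 in the mutant over the 1714 genes, which are not independent replicates.

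**Figure D3:**
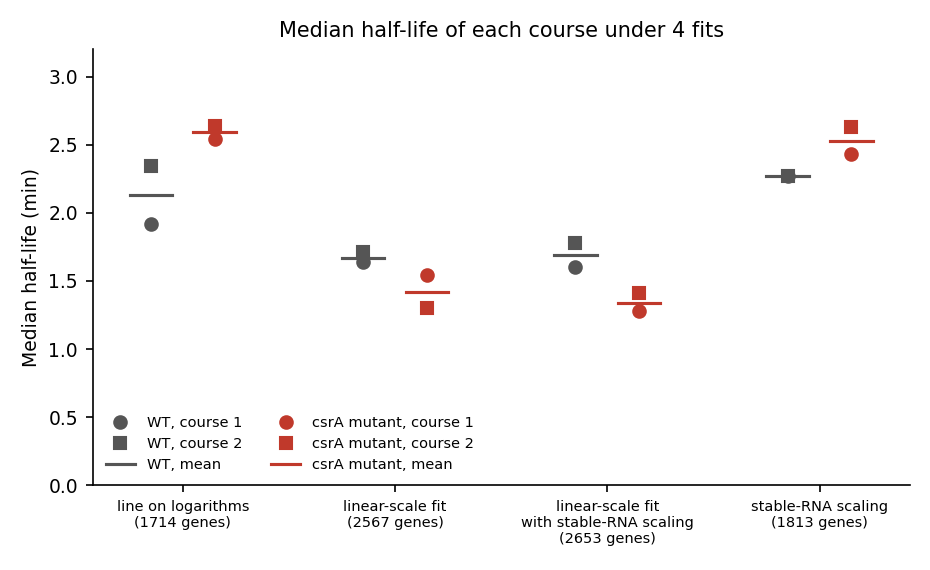
Median half-life (min) of each course under 4 fits, with the mean of the 2 courses of a strain as a bar. The mutant lies above WT with the line on logarithms (means 2.59 and 2.13 min) and below it with the linear-scale fit (means 1.42 and 1.67 min).

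With limma, 7 genes had a shorter and 150 a longer half-life in the csrA mutant. These counts depended on each of the 4 courses. Without WT course 1, 0 genes were called in either direction by limma (142 passed an unadjusted p under 0.05 and the fold threshold). There were 1 shorter and 523 longer without WT course 2, 1 and 18 without csrA mutant course 1, and 1 and 20 without csrA mutant course 2. The linear-scale fit called 130 shorter and 77 longer, of which 1 and 29 were among those of the line on logarithms, and 4 genes called longer by the line were called shorter. After the difference between strain medians was subtracted, 16 genes were shorter and 28 longer, so longer calls made up 63.6% of calls in place of 95.5%. A move toward balance is built into this subtraction, which left 45.6% of genes with a ratio above 0 in place of 90.8%. Without variance moderation, and with half-lives compared in minutes in place of log2 values, 0 genes passed the adjusted threshold. There 146 passed an unadjusted p under 0.05 with the fold threshold, but the test without variance moderation also recovered none of the simulated changes. The change of scale and the lack of moderation were not tried separately. The one-stage fit of all libraries called 0 shorter and 6 longer, and the count test on 17 libraries 0 and 3. Both recovered most simulated changes, but the simulated decay was exactly exponential, so that recovery need not hold for these data.

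The longest relative half-lives in the mutant were those of dcuA (b4138), ubiT (b3157), proP (b4111), maeA (b1479) and nudI (b2251). dcuA had a half-life of 2.00 ± 0.217 min in WT and 6.90 ± 0.406 min in the mutant (SD, n = 2), a log2 ratio of 1.79 (SE 0.21, limma adjusted p = 5.23e-15). The other 4 had log2 ratios of 1.79, 1.74, 1.68 and 1.65. Under the linear-scale fit dcuA, ubiT and nudI were also called longer (1.67, 1.81 and 0.80), maeA was not called (0.62, limma adjusted p = 0.114), and proP failed a filter. The genes with the shortest relative half-lives were dps (b0812), ryeA (b4432), argC (b3958), malK (b4035) and malM (b4037), with log2 ratios of -0.75, -0.73, -0.69, -0.69 and -0.65. Of these only dps was also called shorter under the linear-scale fit (-0.76, limma adjusted p = 0.0397), and malM failed a filter there. Some ratios rested on few late reads. At 10 and 15 min argC had 2 and 0 reads in csrA mutant course 1. In WT course 1 malK had 68 and 91 reads and malM 124 and 140, a late rise not seen in WT course 2. Among the longer genes, nudI had 18 and 0 reads in WT course 1 and 4 and 6 in WT course 2. The sRNA ryeA is encoded opposite another sRNA gene, so its value is uncertain where counting did not use strand. The log2 ratios kept their signs without WT course 1. They were 1.47 to 1.68 for the longer genes named here, -1.08 to -0.64 for the shorter ones and 1.04 for ftnB. Without WT course 1, limma called none of the genes named in this paragraph, nor ftnB. The 5 shorter genes were less secure than the longer ones: without WT course 2 all but malK lost their call, without csrA mutant course 1 all 5 did, and without csrA mutant course 2 all but argC did, whereas the 5 longer genes kept theirs in these 3 fits. In the one-stage fit only dcuA and maeA of the genes in this paragraph were called, and in the count test on 17 libraries only dcuA.

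Genes taken from the study's text were examined next, with csrA and csrB. ftnB (b1902), an iron storage gene, had a half-life of 2.33 ± 0.409 min in WT and 5.40 ± 0.155 min in the mutant, a log2 ratio of 1.22 (SE 0.21, limma adjusted p = 5.14e-07), and 2.39 under the linear-scale fit. It was not called in the one-stage fit (1.17, adjusted p = 0.495) or in the count test on 17 libraries (1.42, adjusted p = 0.352). dps, also an iron storage gene, fell from 4.51 ± 1.44 to 2.62 ± 0.0802 min (limma adjusted p = 0.00814), and was called in neither of these 2 tests. For pfkA (b3916), which encodes phosphofructokinase, the direction depended on the fit: the log2 ratio was 0.23 with the line on logarithms (limma adjusted p = 0.443) and -0.74 with the linear-scale fit (limma adjusted p = 0.0446). fucI (b2802) likewise had ratios of 0.07 and -0.55, neither of them called. ompF (b0929) had a ratio of -0.42 (limma adjusted p = 0.182), and of -1.31 under the linear-scale fit (limma adjusted p = 2.83e-05). Its ratio was -0.09 without WT course 2 and -0.75 without WT course 1, not called in either, and it was called after centring (-0.70, limma adjusted p = 0.0303) and with stable-RNA scaling (-0.69, limma adjusted p = 0.00649). csrA and csrB (b4408) were not called, at 0.49 and 0.40, although csrA was called longer without WT course 2 (0.64, limma adjusted p = 0.0286) and with equal library totals (0.58, limma adjusted p = 0.0215), and its ratio was -0.06 under the linear-scale fit.

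csrC, dgcZ, flhD and flhC failed the R squared filter of the line on logarithms in at least 1 course, and values of single courses are given instead. csrC (b4457) stood at 1.34% and 2.25% of T0 in the mutant courses at 5 min, and at 71.6% and 37.0% in the WT courses. Its R squared was 0.66 in csrA mutant course 1, where the value was 1.34% at 5 min and 1.21% at 15 min. Under the linear-scale fit, chosen after the data were seen and passed by all 4 genes, csrC was called shorter (-2.17, limma adjusted p = 1.79e-14) and dgcZ longer (1.81, limma adjusted p = 5.9e-10), while flhD and flhC were not called (-0.12 each). With stable-RNA scaling, also chosen after the data were seen, csrC passed the filters of the line on logarithms with a ratio of -0.40 and was not called. dgcZ (b1535) stood at 22.7% and 32.5% in the mutant and at 9.40% and 1.79% in WT at 5 min, the last of these from 4 reads. At 15 min it stood at 3.86% and 3.88% in the mutant and at 3.76% and 8.27% in WT, with the mutant values between those of WT. For flhD (b1892) and flhC (b1891) most RNA was gone at the first time point after rifampicin: flhD was at 6.49% and 4.66% in WT and 6.65% and 2.56% in the mutant at 2.5 min, and flhC at 7.46% and 4.77% in WT and 5.85% and 3.65% in the mutant. The strains overlapped at 2.5 min, so a difference in early decay could not be resolved for these 2 genes. Later, both mutant courses lay above both WT courses for flhD at 5 and 10 min and for flhC at 10 and 15 min. They overlapped WT for flhD at 15 min and for flhC at 5 min. These later values rested on at most 27 reads each, so no strain difference was read from them.

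At T0 the comparison asks how steady-state RNA differs between the strains. edgeR called 163 genes higher and 169 lower in the mutant of 2979 tested. These counts depended on each library. They were 47 and 37 without csrA mutant replicate 1, 64 and 41 without csrA mutant replicate 2, 255 and 291 without WT replicate 1, and 286 and 263 without WT replicate 2. With library totals only they were 185 and 117, so higher calls made up more of the calls, and the median log2 ratio of all genes rose from -0.03 to 0.12.

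The largest increases were in neighbouring genes, pgaB (b1023), pgaC (b1022) and pgaA (b1024), which encode the synthesis and export of a biofilm polysaccharide, and in ftnB and dgcT (b1025). pgaB rose from 8.17 ± 2.21 to 617 ± 66.3 CPM (SD, n = 2), a log2 ratio of 6.24 (SE 0.27, edgeR adjusted p = 0.000248). The others had log2 ratios of 5.96 (pgaC), 5.74 (pgaA), 4.29 (ftnB) and 4.17 (dgcT). The largest decreases were in csrC, ghxP (b4064), xanP (b3654), dhaM (b1198) and flu (b2000), at log2 ratios from -3.65 (csrC) to -2.65 (flu). csrC fell from 694 ± 196 to 55.3 ± 14.9 CPM (edgeR adjusted p = 0.00202). csrB was lower too, at -2.33 (SE 0.51, edgeR adjusted p = 0.038), but its WT replicates were at 505 and 1620 CPM, and its ratio was -1.22 without WT replicate 2. The size of the ratios of ghxP and xanP depended on the same library, at -2.08 and -1.69 without it, and both were still called.

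Of the other genes named beforehand, dgcZ (3.01), bfr (1.44) and dps (1.08) were called higher, and ompF (-2.03), ftnA (-1.20), pfkA (-1.03), flhC (-0.94) and flhD (-0.86) lower on the log2 scale. fucI (-0.47), rng (0.37), rnb (-0.03) and orn (-0.07) were not called. Without csrA mutant replicate 1 or without csrA mutant replicate 2, edgeR no longer called csrA, csrB, pfkA, dps, flhD, flhC, ftnA, bfr, ghxP or xanP, all with the same sign as before, and ompF was lost without replicate 2 alone (edgeR adjusted p = 0.0529). With library totals only, csrB and flhD were not called (edgeR adjusted p = 0.053 and 0.0667), and with limma-voom xanP was not (adjusted p = 0.0525).

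**Figure D4:**
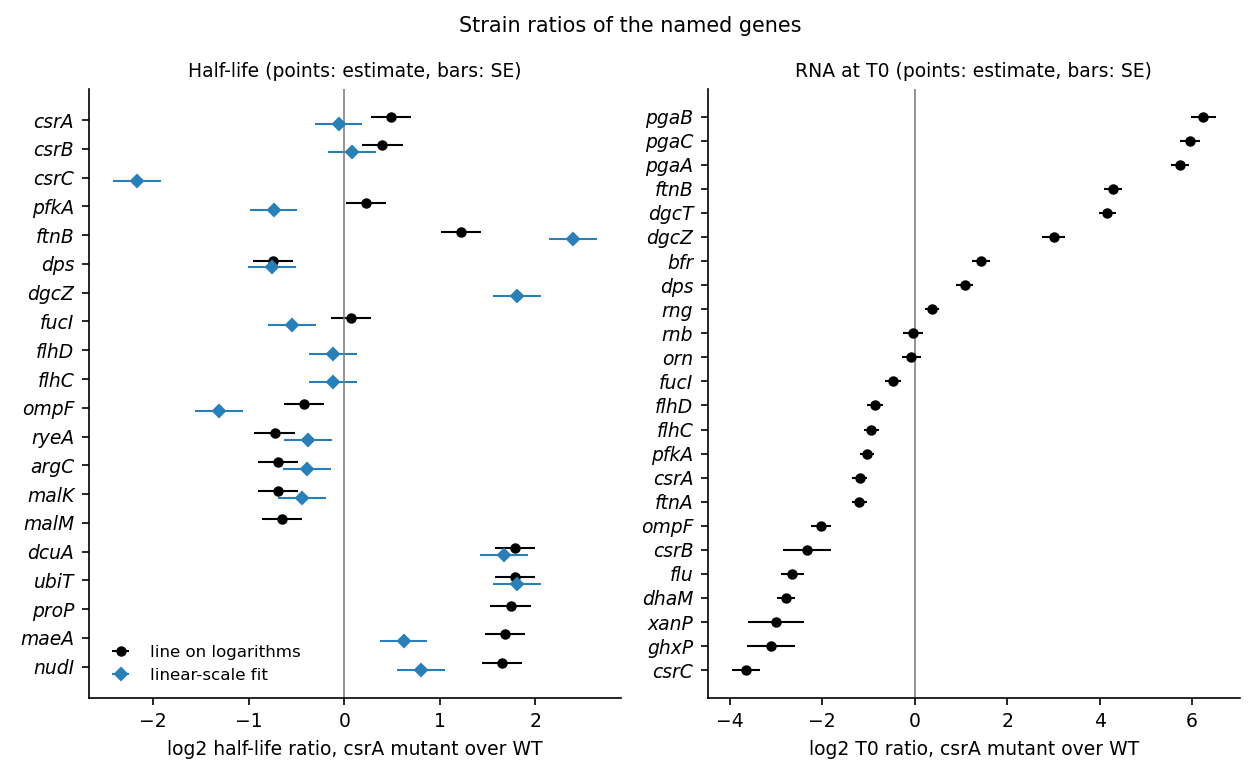
Log2 ratio of csrA mutant over WT for half-life (left, both fits) and RNA at T0 (right), each point an estimate with its SE as a bar. pfkA lies at 0.23 with the line on logarithms and at -0.74 with the linear-scale fit, while ftnB lies above 0 in both, at 1.22 and 2.39.

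The iron acquisition list, of which 27 of 30 genes were in the table, had a mean log2 ratio of 0.39 and a median of 0.11, against a median of -0.03 over all genes (camera adjusted p = 0.00307, fry adjusted p = 0.0219). Of the 27 genes 16 were higher in the mutant. 6 were called higher and 0 lower, and adjusted over the list alone 8 and 0. entC, entE, entB and entA, neighbours in 1 operon, had ratios of 1.37 to 1.58, whereas fecA to fecE lay between -0.10 and -0.02. The sugar phosphotransferase list, with 8 of 11 genes in the table, did not differ, with a mean of -0.11 and 1 of 8 genes higher (camera adjusted p = 0.39, fry adjusted p = 0.496). Its calls numbered 0 in edgeR in either direction, also adjusted over the list alone.

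Changes at T0 and in half-life were compared across the 1714 genes. Spearman's rho was -0.23, so genes with more RNA at T0 in the mutant tended to have relatively shorter half-lives. Without T0 in the fit, rho was -0.17 over 1305 genes. These are correlations across genes, which are not independent replicates.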

Values the study reported

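The study reported median RNA half-lives of 3.9 min in WT and 3.3 min in the csrA mutant. It found altered stability for 203 of 2564 genes analysed.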

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

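The tests of the spike-in factors in this part were chosen after the result was seen, whereas the test of a constant floor of reads was set out before its outcome was computed.

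The strain difference in median RNA remaining ran in opposite directions at 2 time points. It was -0.84 on the log2 scale (csrA mutant minus WT) at 5 min and 0.81 at 15 min, and at each of these times both mutant courses lay on the same side of both WT courses. The change of direction itself was not tested. A floor of reads that do not decay would raise weakly expressed genes most. The difference at 15 min was instead 0.91 in the 745 genes with the most T0 reads and 0.67 in the 745 with the fewest, which argues against a constant floor as the source of the difference. Such a floor may still be present in all courses, since the share left at 15 min was 1.74% to 3.70% in the genes with the fewest T0 reads and 0.530% to 1.53% in those with the most.

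The spike-in factors of single libraries are the other technical explanation. After stable-RNA scaling the difference at 5 min was -0.38, against an SD between courses of 0.08, so these factors could account for part of it but not for all of it. At 15 min it was 0.46 against an SD of 0.34. There the spike-in factors and a strain difference cannot be told apart, because the rescaled mutant courses themselves stood at 1.38% and 2.19%, next to 1.26% and 1.27% in WT. After this scaling both mutant courses also lay below both WT courses at 2.5 min, with a difference of -0.44. At 10 min they lay above, by 0.19, at 1.96% and 2.27% next to 1.79% and 1.93% in WT. In the deposited values the strains overlapped at 2.5 and 10 min. An effect of the csrA mutation on decay stays open and untested, and stable-RNA scaling assumes that ssrA and rnpB do not decay in either strain.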

How the results depend on the processing

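The linear-scale fit, the fit of 0 to 5 min, stable-RNA scaling, their combination, the count test on 17 libraries and the crossed replicate block were chosen after the data were seen. The cause was not tested for any change below unless one is given.

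The difference in median log2 half-life was 0.29 and stayed above 0 under the alternatives set before the data were examined, at 0.14 with equal library totals and 0.15 to 0.43 when 1 course was left out. It was 0.15 with stable-RNA scaling. It reversed to -0.24 with the linear-scale fit, -0.28 with 0 to 5 min only and -0.33 with the linear-scale fit and stable-RNA scaling together.

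Counts of genes with a shorter and a longer half-life, 7 and 150, moved with most choices. They stayed close at 9 and 138 with 2.5 to 15 min only, where 6 and 76 were among the 7 and 150. With a pseudocount of 1 they were 5 and 175, of which 5 and 140 were among them. They were 0 and 38 with 0 to 10 min only, and 0 and 57 with R squared of at least 0.9, where 398 genes were tested. A fold threshold of 1 gave 0 and 24, and centring on the median difference 16 and 28. With equal library totals they were 12 and 63, but only 741 genes were tested there. Of these calls 0 shorter and 29 longer were among the 7 and 150. They were 0 and 0 with no variance moderation and half-lives in minutes, where 146 genes passed an unadjusted p under 0.05 and the fold threshold. In the one-stage fit they were 0 and 6 (165 passed both). They were 130 and 77 with the linear-scale fit, 15 and 2 with 0 to 5 min only, 431 and 76 with the linear-scale fit and stable-RNA scaling, and 0 and 3 in the count test on 17 libraries by edgeR (151 passed both). Every value in these libraries was whole within 0.01 reads (100%). They were 3 and 150 with no R squared filter, 1 and 144 with a starting value of at least 500 and 24 and 102 with stable-RNA scaling, where 50, 81 and 90 of the longer genes were among the 150. Leaving out 1 course gave 0 to 1 shorter and 0 to 523 longer, 0 without WT replicate 1.

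Where 1 course or library is left out, the lone sample of its strain is assumed to vary like the other strain. The correlation across genes of T0 and half-life changes, -0.23, kept its sign, at -0.12 with 0 to 10 min only, -0.04 with R squared of at least 0.9, -0.33 in the one-stage fit, -0.05 with 0 to 5 min only and -0.13 with the linear-scale fit and stable-RNA scaling.

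Named half-life ratios reversed as follows. For pfkA the ratio was -0.10 with 0 to 10 min only, -0.04 with equal library totals, -0.06 after centring, -0.74 with the linear-scale fit, -1.44 with 0 to 5 min only and -0.80 with the linear-scale fit and stable-RNA scaling. For fucI it was -0.21 with 0 to 10 min only, -0.21 after centring, -0.55 with the linear-scale fit, -0.07 with stable-RNA scaling and -0.52 with both, and -0.08 to 0.23 when 1 course was left out. For csrA it was -0.06 with the linear-scale fit, -0.60 with 0 to 5 min only and -0.07 with the linear-scale fit and stable-RNA scaling. The reversals after centring follow from subtracting 1 shift from every gene. Of the other named half-life comparisons 191 kept direction and call, 86 kept direction but lost the call and 6 gained one.

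At T0 DESeq2, with 225 higher and 245 lower genes, limma-voom and the other choices set beforehand kept both counts within 1.5 times of 163 and 169, apart from leaving out 1 library, which gave 47 to 286 higher and 37 to 291 lower. The iron acquisition list kept its direction and call, with adjusted p between 0.000901 and 0.0219. The sugar phosphotransferase mean reversed to 0.03 with library totals only and ranged from -0.23 to 0.05 when 1 library was left out, never called. With library totals only rnb reversed to 0.14 and orn to 0.08, which follows the shift of the median of all genes. When 1 library was left out rnb ranged from -0.24 to 0.28 and orn from -0.25 to 0.18. Of the other named T0 comparisons 233 kept direction and call and 26 lost the call. These tallies leave out choices that could change nothing for these genes (no count filter, no fold threshold and a starting value of at least 10).

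RNA remaining moved by more than its SD with T0 of at least 500, to 49.6% in WT at 2.5 min and 1.41% in the mutant at 15 min, and by less elsewhere.

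Same-numbered courses did not deviate together, with correlations across genes of -0.105 for half-lives and -0.383 for T0, so the numbers do not pair the samples. A replicate block gave 8 shorter and 243 longer genes, and 156 higher and 168 lower at T0. A crossed replicate block gave 2 shorter and 78 longer genes, and 308 higher and 325 lower at T0.

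Rescaling by spike-in rows was not run because no such rows were used here. A starting value of at least 10 and a T0 test without a count filter removed no gene and so test nothing. Depth was lowest in csrA mutant course 1 at 15 min, with 3492945 reads, and 55 genes there had a value of 0. Values of 0 did not simply follow depth. There were 21 in csrA mutant course 2 at 15 min (3922482 reads) and 27 in WT course 2 at 5 min (9186976 reads). An effect of depth was not tested.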

Other observations

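The operon test, the fit from 2.5 min on and the test without variance moderation were set out beforehand. The other tests in this part, and the reading of the fit from 2.5 min on as a test of shared reads, were chosen after the results they concern were seen.

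The spread between courses at 10 min may come from the spike-in factors. The SD over the 4 courses of the log2 median share left was 1.02 in the deposited values and 0.14 after stable-RNA scaling. Rescaling by ssrA and rnpB did not have to bring the other genes together. At 2.5 min the SD over the 4 courses was 0.23 before and 0.29 after. That SD includes the strain difference, which went from -0.21 to -0.44 there. The mutant courses at 2.5 min moved closer, from 43.8% and 32.3% to 29.7% and 35.1%. The WT courses did not, at 41.1% and 46.4% before and 40.3% and 47.8% after. No biological explanation was tested for the spread between courses.

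The median half-lives here differ from those the study reports. With the line on logarithms the median over genes was 2.14 min in WT. That is lower than the value quoted from the study above. In the mutant it was 2.58 min. That is also lower than the quoted value, though by less, and the strains are in the opposite order. A candidate explanation is a linear-scale fit whose slope was expressed per log10 unit while ln2 was kept in the numerator, which multiplies half-lives by 2.303. The medians so obtained were 3.90 min in WT and 3.28 min in the mutant. This closeness is no test. The linear-scale fit was picked from 8 ways of fitting for its closeness, with this factor, to the study's half-lives. A line on logarithms through 0 and 2.5 min also gave 3.90 and 3.22 min with the same factor. The explanation and others cannot be told apart here. Of the 8 ways, 3 gave the mutant the lower median and 5 the higher.

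The linear-scale fit left 2567 genes. The number quoted from the study is slightly lower. Half-lives from the line on logarithms were also compared in minutes without variance moderation. There 146 genes passed an unadjusted p under 0.05 and the fold threshold, and 0 passed after Benjamini-Hochberg adjustment.

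Transcripts still being elongated when rifampicin was added are a likely source of high values at 2.5 min. If so, the share left should rise with distance from the promoter in long operons. In 9 of 10 operons chosen before the test, rho of the share with gene order was above 0 in all 4 courses, with a median of 0.94 over all 40 comparisons. The trend was weaker in some, with a rho of 0.33 and 0.52 for the nuo operon in the WT courses, 0.51 for dcw in WT course 2 and 0.55 for spc in WT course 1 and csrA mutant course 1. In the atp operon 5.39% of atpI and 89.9% of atpC were left in WT course 1. In the sdh-suc operon sucD stood at 104% to 220% of T0. In the fli operon rho was 0 in csrA mutant course 1 and 0.11 to 0.57 in the other courses. Under this explanation the early values of distal genes would include RNA completed after the drug was added. Processing or protection that differs along an operon was not tested.

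The negative correlation across genes between T0 change and half-life change could arise because the same T0 reads enter both. With half-lives fitted from 2.5 min on, which shares no reads with T0, rho was -0.17, and over the 1275 genes in both fits it was -0.21 with T0 and -0.16 without. Shared reads may therefore contribute but do not account for all of it. Both fits keep the late values, so they cannot exclude a floor of reads that do not decay as a source. The fit of 0 to 5 min, which leaves the late values out, gave a rho of -0.05 over 2236 genes. A strain effect stays open and was not tested.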
